A study of Mus musculus with 24 samples. Its data were reported in "Structure-function analysis of purified proanthocyanidins reveals a role for polymer size in suppressing inflammatory responses" (2021).

How the data were processed

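RNA from RAW264.7 mouse macrophages was measured on 24 Clariom S mouse arrays, with 3 arrays in each of 8 groups. Cells were left untreated or received grape proanthocyanidins (PAC) of low, medium or high polymerization at 15 µg/mL, and 30 min later either no further stimulus or lipopolysaccharide (LPS) at 500 ng/mL, and RNA was collected after 6 hours. The 3 PAC fractions were given at equal mass concentrations. The groups were therefore control, low PAC, medium PAC, high PAC, LPS, low PAC + LPS, medium PAC + LPS and high PAC + LPS, and each array was placed in its group from its title and treatment label. The replicates carry only numbers, and the sources used here call the samples triplicates without saying whether they came from separate cultures or days. They may be technical repeats, so the p-values measure only the spread between these samples.

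Per the study's methods, the arrays were labelled with a whole-transcript kit, run on a 24-array plate and analysed in Transcriptome Analysis Console. The authors deposited 1 table of log2 values, summarised and normalized per feature, with 28846 features in 24 columns. The summarisation method, its version and the background correction are not given in the sources used here. The deposited values ran from 0.95 to 19.26. Of these, 8242 values lay above 16, the largest log2 value of a 16-bit pixel, and 251 gene features had a mean above it. The authors' transformation therefore stretched or shifted the scale in a way that is not given in the sources used here, and all changes below are differences on the deposited log2 scale. No further normalization was applied in the main test, and every column was used.

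Of the 28846 features, 6640 were array controls and were left out of the tests: 5222 negative controls, 1324 positive controls and 94 spike and background controls. The remaining 22206 gene features were tested. Gene symbols came from the platform table and a RefSeq table of the mouse genome. A single symbol was found for 19572 features, or 88.1%, and none had several; 2634 features have no symbol here and were tested without a name. The 19572 features stood for 19505 symbols, and 122 features shared their symbol with another feature.

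Array quality was read from the same table. Gene medians ran from 4.86 to 5.06 over the 24 arrays and negative control medians from 4.76 to 5.12. The gap between positive and negative control medians, the signal over background, ran from 6.11 to 6.65. The correlation between replicates of a group ran from 0.989 to 0.994. Olfactory and vomeronasal receptor genes (1414 features), which macrophages are assumed not to express, gave a silent level: the 95th percentile of their mean values was 4.73, and 12744 gene features exceeded it in the mean of at least 1 group. The median spread within groups was a standard deviation of 0.256 for gene features above that level and 0.377 for the silent receptor features.

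Group differences were tested with limma 3.58.1 in R 4.3.3. A single model held all 24 arrays with 1 mean per group, moderated variances, 16 residual degrees of freedom and 3.39 prior degrees of freedom. P-values were two-sided and were adjusted over the 22206 features by the Benjamini and Hochberg method within each comparison, and a gene was called changed at an adjusted p under 0.05. A change of at least 1 on the log2 scale in either direction was called strong. LPS and each PAC were compared with control, and each PAC + LPS group with LPS. The 3 PAC fractions were then compared with each other in each state. The interaction of each PAC with LPS was tested as the difference between its effect with LPS and its effect in resting cells. On simulated data with the fitted spread, the test recovered 60 of 100 planted changes of 1 and 97 of 100 planted changes of 2, with 10 false calls among 22206 genes.

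The gene lists numbered 26 and were written before the data were examined, as were the groups, the tests, the rule for naming genes and the settings to be varied. They held cytokines and chemokines, NF-kB targets and feedback regulators, type I interferon response genes, JAK-STAT components, V-ATPase subunits, lysosomal proteins, autophagy machinery, MiT/TFE targets, cholesterol biosynthesis genes, LXR targets, iron handling genes, NRF2 targets, integrated stress response genes, hypoxia and glycolysis genes, cell cycle genes, immediate early genes, heat shock and metallothionein genes, endoplasmic reticulum chaperones, alternative activation genes, macrophage identity genes, osteoclast, neutrophil, lymphocyte, fibroblast and epithelial markers, and genes that the article names in its text. The last list was chosen by the study on these same samples and is no independent test. The arrays measured 641 of the 694 listed entries, or 92.4%. Each list was tested with limma's camera with a preset correlation between genes of 0.01, on 1 feature per gene, and p-values were adjusted over 182 tests, 26 lists in 7 comparisons. The list tests of the direct comparisons and of the interactions were adjusted separately. Camera was repeated with the correlation estimated from the data, and the changed members of each list were also counted with the adjustment taken over the list alone.

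Genes were named by rule, among features with exactly 1 symbol. For each of the 7 comparisons with control or LPS, up to 10 higher and 10 lower genes with the largest change were taken, with an adjusted p under 0.05, all 3 arrays of the higher group above all 3 of the lower group, and a higher mean above the silent level. Chance alone gives such a separation to 10% of genes with 3 arrays against 3. The 4 members of each list with the smallest adjusted p, the genes of the study's text, and the 5 higher and 5 lower genes of each direct comparison and interaction were added. The text names a subset of these.

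Overlaps between PAC fractions were counted as genes changed in the same direction. They were set beside a simulation of unchanged groups that share their reference arrays and beside n1 × n2 / N. Here and for overlaps between states, n1 × n2 / N was taken for higher and for lower genes separately and then summed. Genes with a strong LPS change were asked whether PAC + LPS moved them against or along the LPS direction. Distances between group means and principal components used all gene features. The settings varied were median centring, quantile normalization, a filter at the silent level, a variance trend with a robust prior, a block for the replicate number, array weights, a fit of only the compared groups, leaving out each array, camera with an estimated correlation, a rotation test of the lists (fry), the mean of all features of a gene, a larger LPS threshold of 2, and distances over features above the silent level. A fit without 3 resting PAC arrays was added after their values were seen. The 3 arrays were picked for high Il1b, and the fit leaves 2 medium PAC arrays and 1 high PAC array, with the lone array assumed to vary like the other groups. Protein levels, secretion and the other experiments of the study are not analysed here.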

Results

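The data were array signals of 22206 gene features in RAW264.7 macrophages, with 3 arrays in each of 8 groups: control cells, cells given low, medium or high PAC, and the same 4 conditions with LPS. Array signal differed little between arrays, with gene medians from 4.86 to 5.06 and 51.0% to 53.3% of features above the silent level. LPS set the main difference between the arrays. The first principal component held 69.8% of the variance and parted the 12 arrays with LPS from the 12 without it, and the second held 7.20%. The mean of the LPS group lay 196 from control on the log2 scale over all gene features, while the resting groups with low, medium and high PAC lay 38.9, 76.3 and 62.1 from control. With LPS the 3 PAC groups lay 45.7, 92.8 and 72.2 from LPS alone. The spread between arrays, pooled over the 8 groups, would alone give a distance of 40.4. Low PAC lay close to that distance from its reference. Control and low PAC arrays spread less than arrays with LPS, so 40.4 may be too large for resting cells. On the second component control scored 25.60 to 27.50 and low PAC 17.49 to 19.47. LPS scored 35.22 to 36.36 and low PAC + LPS 23.34 to 26.87. Low PAC thus lay apart from its reference there, and a distance near 40.4 does not show unchanged cells.

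**Figure D1:**
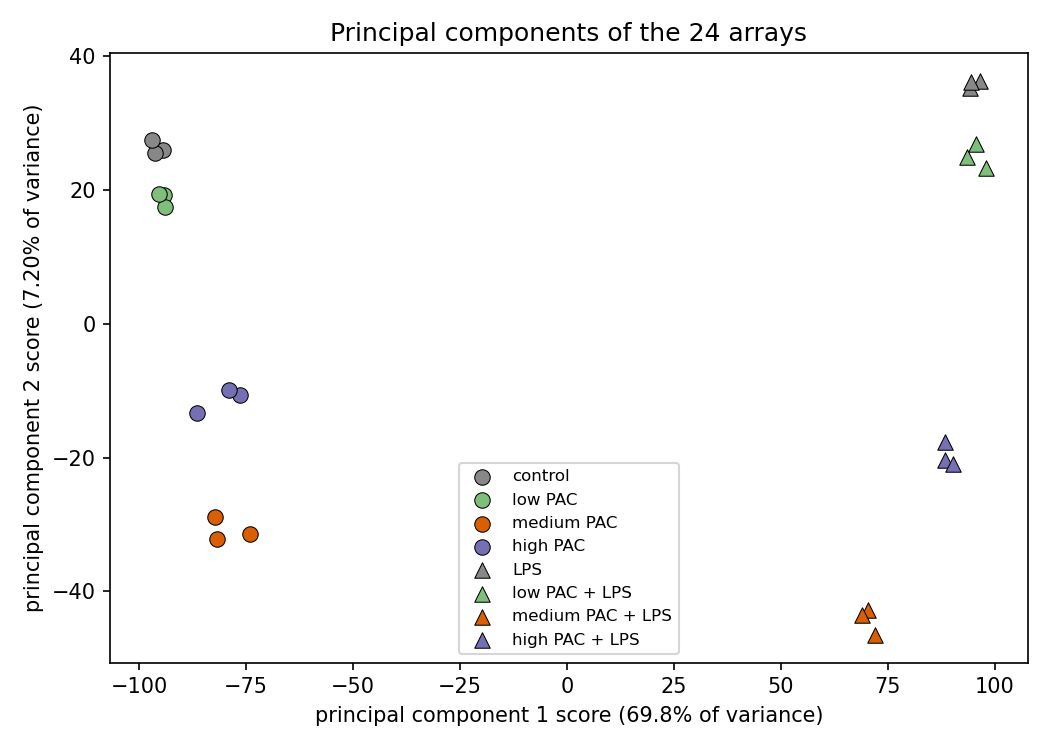
First principal component (horizontal) and second principal component (vertical) of the 24 arrays over all gene features, in log2 units, with each point 1 array of the 8 groups of 3. Colour marks the PAC fraction or its absence, and shape marks arrays with LPS (triangles) or without it (circles). The horizontal axis holds 69.8% of the variance and parts arrays with LPS from arrays without it, and the vertical axis holds 7.20%.

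The first comparison asked what 6 hours of LPS did to these cells. Inflammatory genes rose from background to the upper end of the scale. Il6, an acute-phase cytokine, rose from 2.68 ± 0.17 to 15.62 ± 0.18 (SD, n = 3, adjusted p = 1.4e-14), and Csf3, which drives granulocyte production, rose from 3.36 ± 0.31 to 16.64 ± 0.10. Cish, a feedback inhibitor of cytokine receptors, rose from 2.06 ± 0.15 to 10.49 ± 0.12 (adjusted p = 4.8e-16), and Csf2, a growth factor for myeloid cells, rose from 3.51 ± 0.14 to 11.72 ± 0.26. Tnf was already high in control cells at 12.90 ± 0.03 and rose by 4.58. Replication genes fell together: Mcm2, a subunit of the replicative helicase, fell by 5.47 from 14.17 ± 0.06, and Rrm2, which supplies deoxynucleotides, fell by 6.32 from 14.31 ± 0.26. Gpr183, an oxysterol receptor that guides cell migration, fell from 13.50 ± 0.30 to 4.65 ± 0.09 (adjusted p = 1.2e-17), a change of -8.85. Its mean with LPS lay below the silent level of 4.73, so the floor limits the size of this change. In all, 2992 genes were higher and 4501 lower with LPS, 7493 or 33.7% of those tested, and 4565 of them changed strongly. Changes near the top of the scale, as for Ccl3 at 19.20 ± 0.03, may be compressed.

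Listed programs showed which parts of the cell LPS had moved. All 37 measured type I interferon genes rose, with a median change of 6.70 (camera adjusted p = 3.4e-44), as did 36 of 38 cytokines and chemokines (1.9e-33) and 34 of 35 NF-kB targets (6e-37); the counts were unchanged when adjusted over the list alone. All 41 cell cycle genes fell, by a median change of -2.93 (5.3e-32), also adjusted over the list alone. Of 31 immediate early genes 23 were higher and Fos was lower (-3.11), with 25 and 1 adjusted over the list alone (1.2e-15). Among 28 integrated stress response genes 23 were higher and Phgdh, Shmt2 and Psat1 were lower, both counts unchanged adjusted over the list alone (8.5e-14). Lysosomal genes moved the other way, with 29 of 43 lower and 7 higher, also adjusted over the list alone, and a median change of -1.11 (2.5e-06). Atp6v0d2, a subunit of the proton pump that acidifies lysosomes, fell by 2.46 from 9.05 ± 0.17 (adjusted p = 6.5e-07). JAK-STAT genes were higher in 21 and lower in 7 of 42, 22 and 7 adjusted over the list alone (4.5e-05), and heat shock and metallothionein genes were higher in 7 and lower in 2 of 15, 9 and 2 adjusted over the list alone (0.0063). Iron handling genes were higher in 8 and lower in 5 of 19, the same adjusted over the list alone (0.049), a call that was lost at an adjusted p = 0.14 with an estimated correlation. The genes that the study names in its text, chosen by the study on these samples, were higher in 15 and lower in 4 of 22, also adjusted over the list alone (7e-07).

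The next comparison asked what low PAC did to resting cells. Few genes passed the test. Hmgcs1, an early enzyme of cholesterol synthesis, fell from 13.88 ± 0.13 to 12.86 ± 0.14 (SD, n = 3, adjusted p = 0.0022). Atf3, a stress-induced transcription factor, rose from 8.89 ± 0.23 to 9.89 ± 0.04 (adjusted p = 0.011). Il1rn, the secreted antagonist of the interleukin 1 receptor, rose from 12.11 ± 0.10 to 12.92 ± 0.20 (adjusted p = 0.011), and Pmp22, a membrane protein, rose from 12.99 ± 0.17 to 13.96 ± 0.07. Tnfrsf1b, Ptafr, Dhrs3 and Slc6a8 rose by 0.93, 0.92, 0.74 and 0.69, which completed the changed genes. At an unadjusted p under 0.05, 1065 of 22206 genes passed by limma, a smaller share than the 0.05 that chance alone gives. After adjustment the changed genes numbered 8, with 7 higher and 1 lower. The count depended on the fit: it was 0 with only the compared groups, 14 after quantile normalization, 34 with the silent-level filter, 30 with array weights and 71 with a variance trend and robust prior. It was 2, 3 and 4 without low PAC replicates 1, 2 and 3, and 3 without control replicate 3.

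Lists moved more evenly than single genes in low PAC. Cholesterol biosynthesis was lower, with a median change of -0.48 over 19 genes (camera adjusted p = 3.7e-24). Hmgcs1 alone was changed among all genes, and 13 were lower adjusted over the list alone. NRF2 targets (0.14, adjusted p = 1.4e-06) and immediate early genes (0.15, adjusted p = 3.4e-05) were higher with medians under 0.2, with 2 and 4 members higher adjusted over the list alone and none over all genes by limma. The study-text genes had a median change of 0.29 (0.00012), with Atf3 higher over all genes and 3 genes higher adjusted over the list alone. A further 8 lists were called higher only with the preset correlation. With an estimated correlation their calls were lost: adjusted p = 0.23 for cytokines, 0.093 for NF-kB targets, 0.58 for interferon genes, 0.16 for V-ATPase subunits, 0.073 for lysosomal genes, 0.056 for MiT/TFE targets, 0.053 for LXR targets and 0.12 for the integrated stress response.

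**Figure D2:**
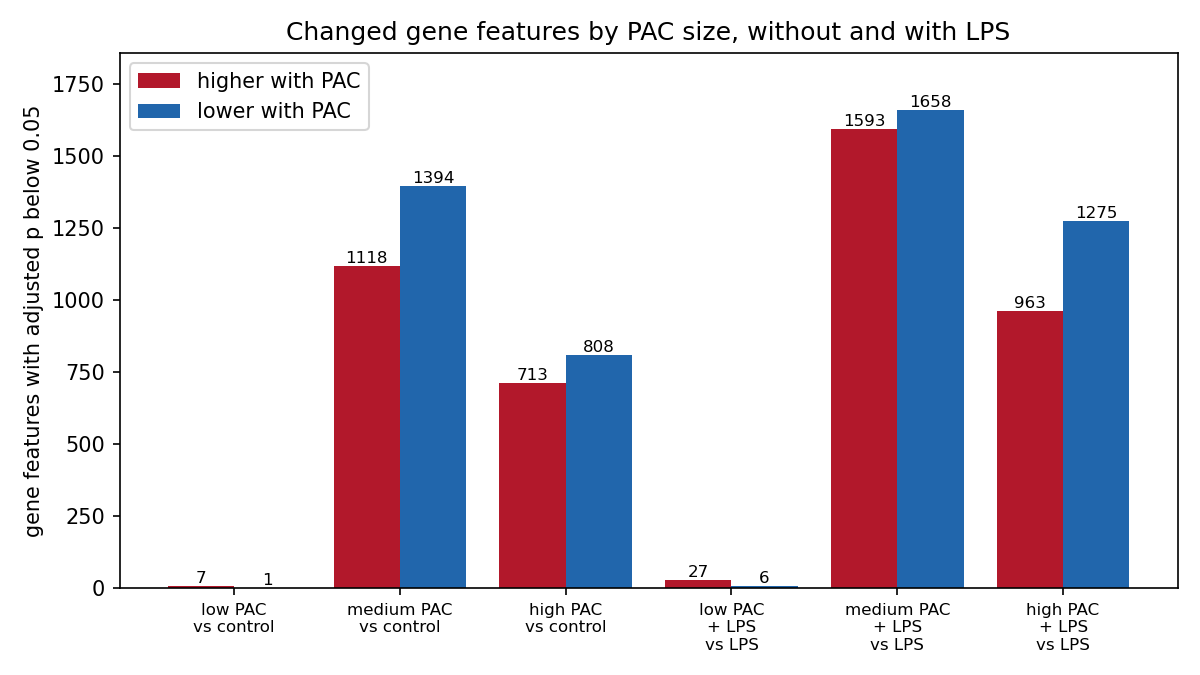
Number of genes higher and lower (bars, limma adjusted p under 0.05, 22206 genes tested, 3 arrays per group) for each PAC against control without LPS and against LPS alone with LPS. Low PAC changed 8 and 33 genes, medium PAC 2512 and 3251, and high PAC 1521 and 2238.

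Medium PAC on resting cells was compared with control to ask which genes it moved without an inflammatory stimulus. Il7r, the receptor chain for interleukin 7, rose from 7.45 ± 0.38 to 12.83 ± 0.13 (SD, n = 3, adjusted p = 4.3e-14), and Cxcr4, a chemokine receptor, rose from 7.62 ± 0.14 to 11.58 ± 0.26. Ccrl2, which binds chemerin at the cell surface, rose from 3.95 ± 0.47 to 8.45 ± 0.34, and Plk2, a stress-responsive kinase, rose from 6.78 ± 0.15 to 11.58 ± 0.19. Atf3 rose by 4.17 to 13.06 ± 0.09 (adjusted p = 9e-14) and Il1rn by 4.29 to 16.39 ± 0.12. Ccl3, a chemokine for monocytes, rose from 13.80 ± 0.37 to 17.00 ± 0.38 (adjusted p = 2e-10), and Tnf rose by 1.68 to 14.58 ± 0.17. Pdcd1, an inhibitory receptor, fell from 9.24 ± 0.32 to 5.01 ± 0.73 (adjusted p = 2.5e-09), Rgs16, which shortens G protein signalling, fell by 3.76 from 8.23 ± 0.31, and Trib1, a regulator of protein breakdown in myeloid cells, fell by 3.14 from 8.03 ± 0.22. Medium PAC raised 1118 genes and lowered 1394, together 2512 or 11.3%, of which 931 changed strongly. Fitting only the compared groups gave 1624.

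Lysosome genes rose in resting cells with medium PAC while cholesterol synthesis fell. Atp6v0d2 rose from 9.05 ± 0.17 to 13.63 ± 0.16 (SD, n = 3, adjusted p = 6.7e-10), and Atp6v1d, a pump subunit of the rotor stalk, rose from 9.41 ± 0.13 to 11.83 ± 0.09. Gla, a lysosomal galactosidase, rose from 10.84 ± 0.29 to 13.98 ± 0.10 (adjusted p = 5e-11), and Npc1, which exports cholesterol from lysosomes, rose from 10.23 ± 0.09 to 12.17 ± 0.12. The cathepsin Ctsc went the other way and fell by 1.35. Of 19 V-ATPase subunits 11 were higher and none lower, with 13 and 0 adjusted over the list alone (camera adjusted p = 2.1e-14). Of 43 lysosomal genes 23 were higher, and Ctsc, Fuca1 and Ctsf were lower, with 27 and 3 adjusted over the list alone (2.4e-12). MiT/TFE targets, genes of a lysosome-building program, were higher in 8 of 16, with Mitf itself lower, the same adjusted over the list alone (6.8e-10). Cholesterol biosynthesis was lower in 16 of 19, or 17 adjusted over the list alone, with a median change of -1.04 (4.7e-17). Msmo1, a sterol oxidase, fell from 11.88 ± 0.02 to 10.42 ± 0.30. Abcg1, an LXR-driven cholesterol exporter, rose from 10.67 ± 0.15 to 13.05 ± 0.10 (adjusted p = 6.5e-10), and Nr1h3, Abca1, Plin2 and Tmem86a also rose, while Mylip and Scd1 fell, the same 5 and 2 of 10 LXR targets adjusted over the list alone (0.0086).

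Stress, metabolic and signalling programs also moved with medium PAC. Hmox1, which degrades haem, rose from 14.83 ± 0.04 to 16.74 ± 0.06 (SD, n = 3, adjusted p = 5e-11), and Ndrg1, a gene of low oxygen, rose from 9.08 ± 0.08 to 12.58 ± 0.04. Hypoxia and glycolysis genes were higher in 8 of 29, or 9 adjusted over the list alone (camera adjusted p = 0.00019), and NF-kB targets were higher in 13 of 35, or 18 adjusted over the list alone, with only Tnip3 lower (4.4e-07). Integrated stress response genes were higher in 8 of 28, with Nupr1 lower, or 9 and 2 adjusted over the list alone (0.00021). Iron handling genes were higher in 7 of 19, with Cp, Heph and Slc39a14 lower, or 9 and 5 adjusted over the list alone (0.0027). The study-text genes were higher in 7 and lower in none of 22, or 9 and 1 adjusted over the list alone (7.1e-09). Cytokines were higher in 10 of 38, while Il10, Il15, Il18, Cxcl11 and Cxcl16 were lower (0.00088). Cell cycle genes were lower in Mcm6, Bub1b, Birc5, Top2a and Tk1 and higher in Cdt1 (2e-04). These 2 lists, interferon genes (0.025), NRF2 targets (0.022) and macrophage identity genes (0.04) were called only with the preset correlation. With an estimated correlation their adjusted p = 0.2, 0.057, 0.56, 0.19 and 0.12, in that order.

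High PAC on resting cells was compared with control in the same way. Il1rn rose by 3.38 to 15.49 ± 0.08 (SD, n = 3, adjusted p = 7.5e-13), Plk2 by 3.71 to 10.49 ± 0.12 and Ccl3 by 3.30 to 17.10 ± 0.32 (adjusted p = 3.9e-10). Tm4sf19, a membrane protein of osteoclasts, rose from 11.20 ± 0.07 to 14.04 ± 0.17. Hmgcs1 fell by 2.16 to 11.72 ± 0.21 (adjusted p = 9.9e-10), and Idi1, which isomerizes the building blocks of sterols, fell from 12.17 ± 0.26 to 9.95 ± 0.28. Olr1, a receptor for oxidized lipoproteins, fell from 7.26 ± 0.16 to 4.62 ± 0.58. High PAC raised 713 genes and lowered 808, together 1521 or 6.85%, of which 477 changed strongly. The count was 603 with only the compared groups. It was 782 without medium PAC replicate 3 and high PAC replicates 2 and 3, a fit chosen after the values were seen that leaves high PAC with 1 array, assumed to vary like the other groups.

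Some inflammatory genes had wide spreads in resting cells with high PAC. Acod1, the itaconate-making enzyme, averaged 10.33 ± 1.98 against 5.73 ± 0.14 in control (SD, n = 3, adjusted p = 0.00019), and Cxcl2, a neutrophil chemokine, averaged 10.49 ± 2.97 against 5.92 ± 0.12 (0.0042). Il6 rose to 5.40 ± 1.64 (0.0011) and Ccl22, a chemokine for T cells, to 7.40 ± 1.99 from 3.76 ± 0.30 (0.004). The test pools the spread over all 8 groups, and arrays with LPS varied little for Acod1, Cxcl2 and Il6. For these genes the pooled spread is smaller than that of the high PAC arrays, so their p-values may be too small. The 3 arrays of Cxcl2 gave 7.06, 12.15 and 12.26, so replicate 1 lay nearer to control than the other 2. Il1b gave 4.95, 11.92 and 9.62, and neither Il1a nor Il1b passed the test, at changes of 3.31 each (adjusted p = 0.11). Tnf was even between arrays, at 14.61, 14.77 and 14.52, and rose by 1.73 (2.4e-09).

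**Figure D3:**
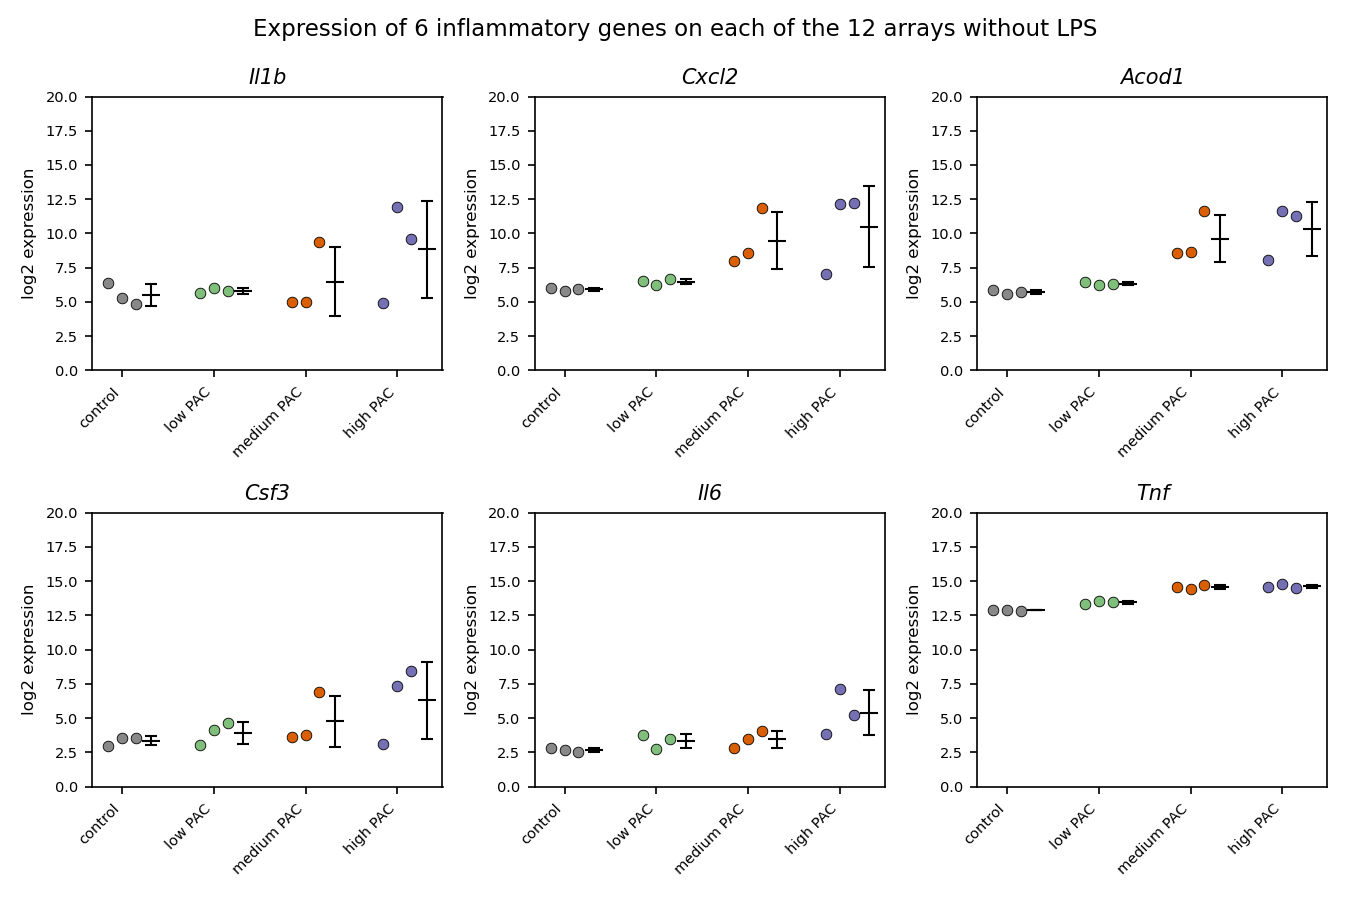
Signal of Il1b, Cxcl2, Acod1, Csf3, Il6 and Tnf (vertical, deposited log2 scale) in the 4 groups without LPS, each point 1 array with 3 per group. Cxcl2 reached 11.85 in medium PAC replicate 3 and 12.15 and 12.26 in high PAC replicates 2 and 3, while Tnf lay between 14.42 and 14.77 in the 6 arrays with medium or high PAC.

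Cholesterol biosynthesis was lower in 16 of 19, or 18 adjusted over the list alone, with a median change of -1.37 (camera adjusted p = 6e-32). V-ATPase subunits were higher in 9 of 19, also adjusted over the list alone (7.8e-08), and lysosomal genes in 10 of 43, with Ctsc lower, or 15 and 4 adjusted over the list alone (6.6e-06). MiT/TFE targets were higher in 7 of 16, or 8 and 1 lower adjusted over the list alone (7.9e-09). Abcg1, Plin2, Abca1 and Tmem86a, 4 of 10 LXR targets, rose, or 5 adjusted over the list alone (0.00093). Cytokines were higher in 12 of 38, with Il18 and Cxcl16 lower, or 19 and 2 adjusted over the list alone (5.1e-09), and NF-kB targets in 11 of 35, with Tnip3 lower, or 15 and 2 adjusted over the list alone (7.3e-09). Without the 3 arrays with high Il1b, which leaves 1 high PAC array and was chosen by an inflammatory gene, the cytokine median went from 0.70 to 0.27, with 9 higher and 3 lower (0.0016), and 7 NF-kB targets were higher and 2 lower (0.00032). The integrated stress response was higher in 7 of 28, with Nupr1 lower, or 9 and 1 adjusted over the list alone (1e-05), and hypoxia genes in 6 of 29, or 7 adjusted over the list alone (0.00086).

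Hmox1, Slc11a1, Flvcr1 and Slc40a1 rose and Slc25a37 fell with high PAC among 19 iron handling genes, or 5 and 1 adjusted over the list alone (camera adjusted p = 0.005). Immediate early genes were higher in 9 of 31, with Btg2 and Nr4a2 lower, or 10 and 4 adjusted over the list alone (0.0071). The study-text genes were higher in 10 of 22, or 13 adjusted over the list alone (3.9e-14). Interferon genes were higher in 12 of 37, or 18 adjusted over the list alone (2.3e-08), a call lost at an adjusted p = 0.11 with an estimated correlation. Their median change of 0.55 became 0.13 without the 3 arrays with high Il1b (adjusted p = 0.18), with 1 high PAC array left and the arrays chosen by an inflammatory gene. NRF2 targets (0.025) and osteoclast markers (0.044) were also lost, at an adjusted p = 0.2 and 0.093 with an estimated correlation. Among NRF2 targets Hmox1, Slc7a11, Srxn1 and Slc48a1 rose and Txn1 fell, 5 and 4 adjusted over the list alone. Among osteoclast markers Ctsk, Atp6v0d2, Acp5, Dcstamp and Clcn7 rose and Tnfrsf11a, Itgav, Jdp2 and Nfatc1 fell, 7 and 4 adjusted over the list alone.

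The PAC fractions were then compared with each other in resting cells to ask whether their effects differed in size. Il7r was 4.71 higher with medium than with low PAC (95% interval 4.34 to 5.09, adjusted p = 6.1e-13) and 2.11 higher with medium than with high PAC (1.74 to 2.48, adjusted p = 1.5e-06). Atp6v0d2 was 1.98 higher with medium than with high PAC (1.37 to 2.60, adjusted p = 0.00039) and 1.86 higher with high than with low PAC (1.25 to 2.48). Hal, a histidine-degrading enzyme, was 3.06 higher with medium than with high PAC (2.32 to 3.80), while Rgs16 differed by -2.81 (-3.56 to -2.06). Ccl3 did not pass the test between medium and high PAC, with an interval of -0.50 to 0.29 (adjusted p = 0.91). Cxcl2 did not pass either (adjusted p = 0.78), and its interval of -3.02 to 0.99 leaves a large difference possible. Il6 was lower with medium than with high PAC (-1.95, interval -2.98 to -0.92, adjusted p = 0.039). The difference was -1.09 without high PAC replicate 2 (adjusted p = 0.16) and did not pass with only the compared groups (0.41), so the call depends on the arrays included.

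Of the 26 lists, camera called 9 as different between medium and high PAC in resting cells, and these went in both directions. With an estimated correlation 6 of them were still called. Medium and low PAC differed in 1940 genes, 891 higher and 1049 lower. High and low PAC differed in 1083 genes, 467 higher and 616 lower, in 308 with only the compared groups, in 698 without low PAC replicate 1, in 1629 with a variance trend and robust prior, and in 488 without the 3 arrays, with 1 high PAC array left. Medium and high PAC differed in 504 genes, 327 higher and 177 lower. That count was 55 with only the compared groups, 761 with the silent-level filter, 844 with a variance trend and robust prior, 313 without high PAC replicate 2 and 103 without the 3 arrays, again with 1 high PAC array. Medium exceeded high PAC in V-ATPase subunits (9 of 19 higher, camera adjusted p = 1.1e-14) and in lysosomal genes (9 of 43 higher and Ctsc lower; 2.6e-10). Cholesterol biosynthesis was less lowered by medium than by high PAC, with a median difference of 0.35 (1.3e-06, adjusted p = 0.021 with an estimated correlation), and high PAC lay below low PAC in 14 of 19 genes (1.8e-20). Interferon genes also lay lower with medium than with high PAC, by a median difference of -0.35 (0.0014), a call lost at an adjusted p = 0.37 with an estimated correlation. Immediate early genes lay lower with medium than with high PAC, by a median difference of -0.26 (0.0025, and adjusted p = 0.03 with an estimated correlation). Cytokines and chemokines were higher in 2 and lower in 4 of 38 (0.041), a call lost at an adjusted p = 0.44 with an estimated correlation.

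Low PAC with LPS was compared with LPS alone. Lhfpl2, a tetraspan membrane protein, rose from 7.94 ± 0.17 to 9.94 ± 0.28 (SD, n = 3, adjusted p = 4.4e-05), and Pmp22 rose from 13.35 ± 0.03 to 14.61 ± 0.13 (3.5e-05). Bhlhe41, a repressor of clock genes, rose from 8.11 ± 0.46 to 9.57 ± 0.22 (0.00082). Abcg1 rose from 8.96 ± 0.18 to 10 ± 0.21 (0.004), Gla from 10.12 ± 0.37 to 11.01 ± 0.16 (0.038) and Atp6v0d2 from 6.59 ± 0.89 to 8.07 ± 0.44 (0.047). Arc, an activity-induced gene, fell from 9.13 ± 0.36 to 7.84 ± 0.09 (0.045). Cish, Csf2, Il6 and Slamf8 did not pass the test, with changes of -0.50, -0.40, -0.37 and 1.05 (adjusted p = 0.68, 0.87, 0.91 and 0.34). In all, 27 genes were higher and 6 lower, 33 in total against 1725 at an unadjusted p under 0.05. The count was 0 with only the compared groups, 55 with the silent-level filter and 80 with a variance trend and robust prior. It was 17, 18 and 14 without low PAC + LPS replicates 1, 2 and 3, and 21 without LPS replicate 3.

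Lists with low PAC and LPS moved by less than 0.3 in the median. MiT/TFE targets were higher (0.23, camera adjusted p = 6.6e-06), with Plin2 higher over all genes and 6 of 16 adjusted over the list alone. Lysosomal genes were higher (0.09, adjusted p = 0.0017), with Gla higher over all genes and 3 of 43 adjusted over the list alone. Hypoxia genes (0.10, adjusted p = 0.0042) included Ndrg1, which rose by 1.08, and 2 of 29 adjusted over the list alone. Osteoclast markers (0.24, adjusted p = 0.0085) included Atp6v0d2 and 3 of 19 adjusted over the list alone. Calls for V-ATPase subunits (0.0042), cholesterol biosynthesis (0.00011, lower), LXR targets (0.025), iron handling (0.0079) and NRF2 targets (0.0051) were lost with an estimated correlation. Their adjusted p = 0.067, 0.053, 0.052, 0.056 and 0.12 with an estimated correlation, in that order. Atp6v0d2 was the changed pump gene, Plin2 and Abcg1 were the changed LXR targets, and no member of the other 3 lists was changed over all genes by limma. Adjusted over the list alone, these 5 lists had 1, 0, 2, 2 and 1 changed members.

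Medium PAC with LPS was compared with LPS alone to ask which parts of the LPS response it altered. Cish fell from 10.49 ± 0.12 to 3.11 ± 0.58 (SD, n = 3, adjusted p = 1e-13), close to its control level of 2.06, and Csf2 fell from 11.72 ± 0.26 to 5.72 ± 0.60 (3.3e-10). Timp1, an inhibitor of matrix proteases, fell from 13.74 ± 0.40 to 5.88 ± 0.80 (1.7e-09), and Ptger2, a prostaglandin receptor, fell from 10.89 ± 0.27 to 5.1 ± 0.65. Il33, an alarm cytokine, fell from 14.84 ± 0.25 to 9.62 ± 0.35, and Il6 fell by 3.03 to 12.60 ± 0.11 (0.00013). Tlr4, the LPS receptor, fell from 12.26 ± 0.12 to 10.82 ± 0.07 (2.5e-07). Slamf8, a receptor that restrains phagocyte oxidase, rose from 4.89 ± 0.79 to 11.22 ± 0.04 (1.8e-11), and Lhfpl2 rose by 5.67 and Bhlhe41 by 5.44. Dio2, which activates thyroid hormone, rose from 4.29 ± 0.44 to 8.98 ± 0.35. Medium PAC raised 1593 genes and lowered 1658, together 3251 or 14.6%, of which 1362 changed strongly. Only the compared groups gave 1972.

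Il1a and Il1b show a limit of the shared spread. Il1a fell by 3.68 with medium PAC and LPS, from 17.41 ± 0.04 to 13.72 ± 0.10 (SD, n = 3, adjusted p = 0.042). Il1b was 15.17 ± 0.10 against 17.54 ± 0.15, and its change of -2.37 did not pass the test (0.22). Its spread in resting groups, with an SD of 3.55 in high PAC, widened the shared estimate. With only the compared groups, Il1b passed at an adjusted p = 2e-04 and Il1a at 5.1e-05. In high PAC + LPS the changes of Il1a and Il1b were -1.42 (0.54) and -0.50 (0.86), and with only the compared groups Il1a passed at 0.005 and Il1b did not at 0.16.

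The lists were then tested for medium PAC with LPS. Atp6v0d2 rose from 6.59 ± 0.89 to 11.95 ± 0.16 (SD, n = 3, adjusted p = 3.9e-11) and Gla from 10.12 ± 0.37 to 13.98 ± 0.11 (1.5e-12). V-ATPase subunits were higher in 15 of 19, also adjusted over the list alone (camera adjusted p = 8.5e-14), and lysosomal genes in 27 of 43, with Ctsc, Cln3, Ctsh and Cd164 lower, or 30 and 4 adjusted over the list alone (6.8e-17). MiT/TFE targets were higher in 9 of 16, with Mitf and Tfe3 lower, or 10 and 2 adjusted over the list alone (2.9e-06). Cdt1, a replication licensing factor, rose from 11.26 ± 0.05 to 13.44 ± 0.12 (2.2e-11), and cell cycle genes were higher in 23 of 41, with Ccne1 lower, or 26 and 1 adjusted over the list alone (2.5e-10). Dusp6, a phosphatase of the ERK pathway, fell from 13.08 ± 0.10 to 8.46 ± 0.44, and immediate early genes were lower in 21 of 31, with Jun and Dusp4 higher, or 22 and 2 adjusted over the list alone (7.9e-13). JAK-STAT genes were lower in 16 of 42, with Il7r, Il10rb, Csf2rb and Ifnar2 higher, or 18 and 5 adjusted over the list alone (3.5e-05). Il4ra, the interleukin 4 receptor chain, fell from 12.54 ± 0.04 to 7.80 ± 0.13. Hypoxia genes were higher in 11 of 29, with Ero1a lower, or 13 and 2 adjusted over the list alone (1.2e-05).

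Cytokines themselves moved in both directions with medium PAC and LPS. They were lower in 17 of 38, while Ccl2, Ccl7, Tnfsf9 and Tnf rose by 1.24, 1.24, 1.57 and 0.69, the same counts adjusted over the list alone (camera adjusted p = 6.8e-07). That list call was lost at an adjusted p = 0.06 with an estimated correlation. NF-kB targets were lower in 13 of 35, with Malt1 higher, or 16 and 2 adjusted over the list alone (3.5e-05), and macrophage identity genes were lower in 8 of 25, with Tlr2 and Laptm5 higher, or 10 and 2 adjusted over the list alone (0.00056). Cholesterol biosynthesis (0.02; 6 of 19 lower), NRF2 targets (0.022; 7 of 22 higher, Slc7a11 and Abcc1 lower), the integrated stress response (0.023; 7 of 28 lower, Atf3, Sars and Ppp1r15a higher) and endoplasmic reticulum chaperones (0.0024; 6 of 18 lower) were called only with the preset correlation. With an estimated correlation their adjusted p = 0.21, 0.19, 0.14 and 0.1. Adjusted over the list alone these 4 lists had 0 and 7, 8 and 2, 4 and 10, and 0 and 6 members higher and lower. Interferon genes were not called (0.24), with Bst2, Stat2, Isg20, Mx2 and Ifih1 lower among 37, also adjusted over the list alone.

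**Figure D4:**
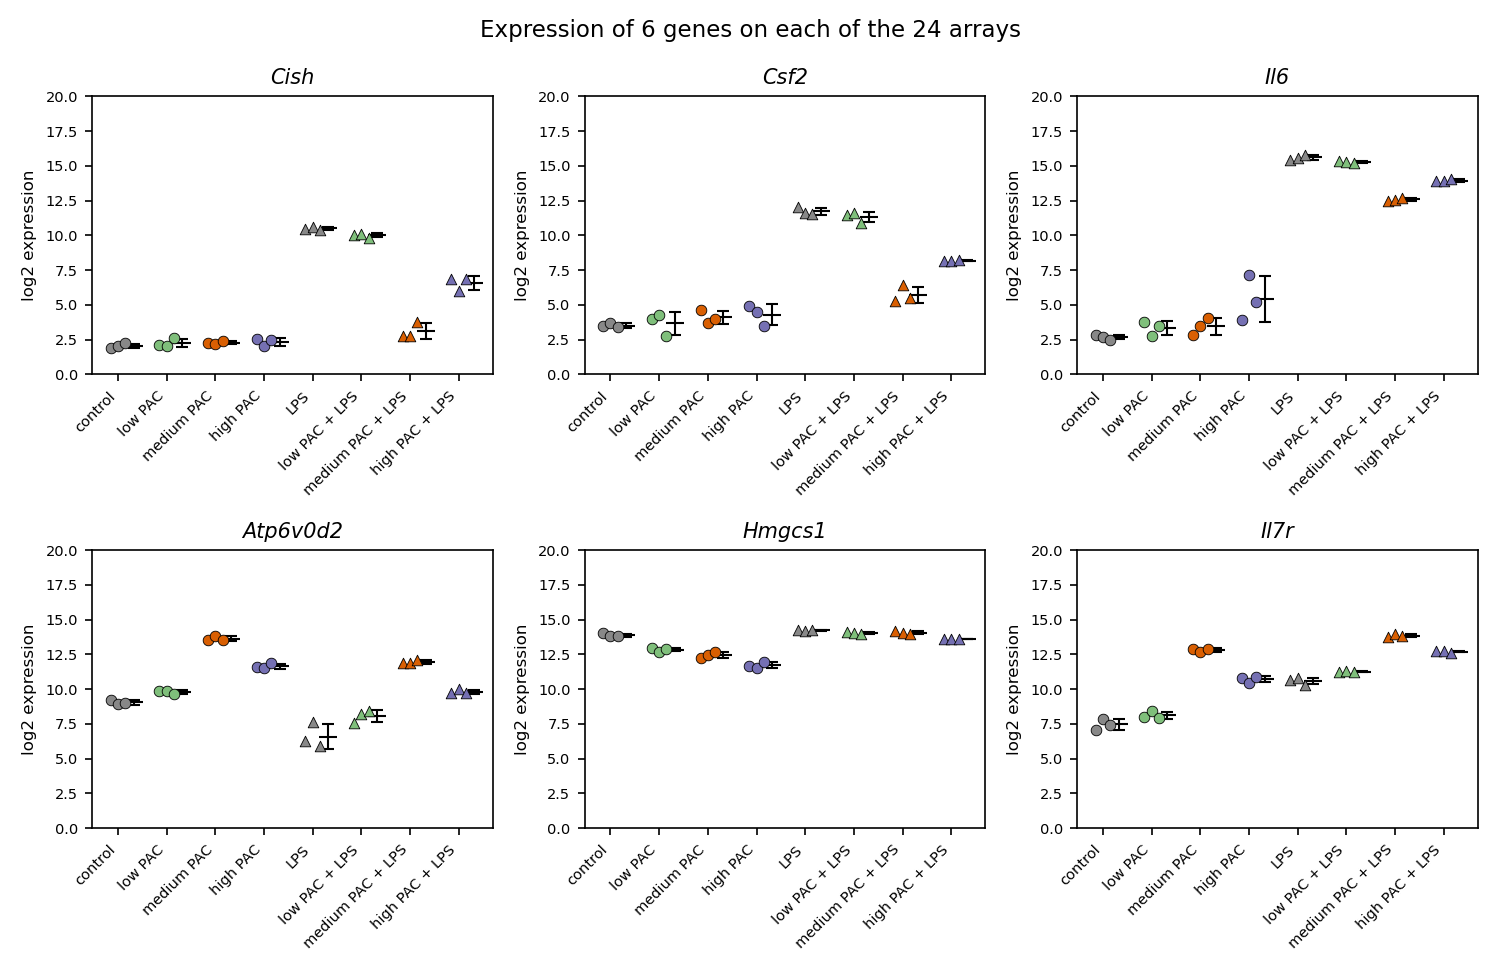
Signal of Cish, Csf2, Il6, Atp6v0d2, Hmgcs1 and Il7r (vertical, deposited log2 scale) in all 8 groups, each point 1 array with 3 per group. Cish averaged 10.49 with LPS, 10 with low PAC + LPS, 3.11 with medium PAC + LPS and 6.57 with high PAC + LPS.

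High PAC with LPS was compared with LPS alone in the same way. Cish fell by 3.93 to 6.57 ± 0.52 (SD, n = 3, adjusted p = 2.8e-09), Csf2 by 3.53 to 8.19 ± 0.02 (2.5e-06) and Il6 by 1.68 to 13.94 ± 0.09 (0.033). Thbs1, an adhesive matrix protein, fell from 7.35 ± 0.77 to 4.02 ± 0.13 (6e-07), Mmp13, a collagenase, fell from 9.44 ± 0.45 to 6.55 ± 0.22, and Tlr4 fell by 0.66 to 11.60 ± 0.28 (0.0044). Slamf8 rose by 4.98 to 9.88 ± 0.38 (2.9e-09), Lhfpl2 by 4.83 to 12.77 ± 0.12, and Nceh1, a cholesteryl ester hydrolase, rose from 10.42 ± 0.25 to 13.62 ± 0.12. Atp6v0d2 rose by 3.23 to 9.82 ± 0.15 (2.6e-07). High PAC raised 963 genes and lowered 1275, together 2238 or 10.1%, of which 846 changed strongly. Only the compared groups gave 829. The share of higher genes, 43.0%, was 34.6% after median centring and 49.9% after quantile normalization.

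V-ATPase subunits were higher in 11 of 19, also adjusted over the list alone (camera adjusted p = 3.3e-09), and lysosomal genes in 21 of 43, with Ctsc and Cln3 lower, or 22 and 3 adjusted over the list alone (3.4e-13). MiT/TFE targets were higher in 9 of 16, with Mitf lower, the same adjusted over the list alone (2.6e-08). Cholesterol biosynthesis was lower in 11 of 19, or 14 adjusted over the list alone, with a median change of -0.79 (7.9e-13), and Fdps, which makes farnesyl diphosphate, fell from 11.33 ± 0.14 to 9.61 ± 0.44. Immediate early genes were lower in 12 of 31, with Jun and Dusp4 higher, or 15 and 2 adjusted over the list alone (4.4e-07), and hypoxia genes higher in 9 of 29, or 11 and 1 lower adjusted over the list alone (8.8e-06). Cell cycle genes were higher in 15 of 41, with Ccne1 lower, or 18 and 1 adjusted over the list alone (2.7e-06). NF-kB targets were lower in 7 of 35, or 8 adjusted over the list alone (0.00021). JAK-STAT genes were not called (0.062), with 9 of 42 lower and Il7r, Il10rb, Csf2rb and Jak1 higher, or 10 and 4 adjusted over the list alone.

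The remaining calls in high PAC with LPS were weaker. Lyz2, Maf, Aif1 and Tlr4 fell and Tlr2 and Laptm5 rose among 25 macrophage identity genes, 8 and 2 adjusted over the list alone (camera adjusted p = 0.0051). Hspa1a, Hspa1b and Hsp90aa1 fell and Slc30a1 rose among 15 heat shock and metallothionein genes, the same adjusted over the list alone (0.024). Cytokines were lower in 12 of 38, while Ccl2, Ccl7, Tnfsf9, Il12a and Tnf rose, 15 and 6 adjusted over the list alone (0.0014), a call lost at an adjusted p = 0.21 with an estimated correlation. Of 19 iron handling genes Slc40a1, Flvcr1, Ftl1, Hmox1 and Slc11a2 rose and Cp, Ireb2 and Slc39a14 fell, 8 and 4 adjusted over the list alone (0.049), a call lost at an adjusted p = 0.14 with an estimated correlation.

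**Figure D5:**
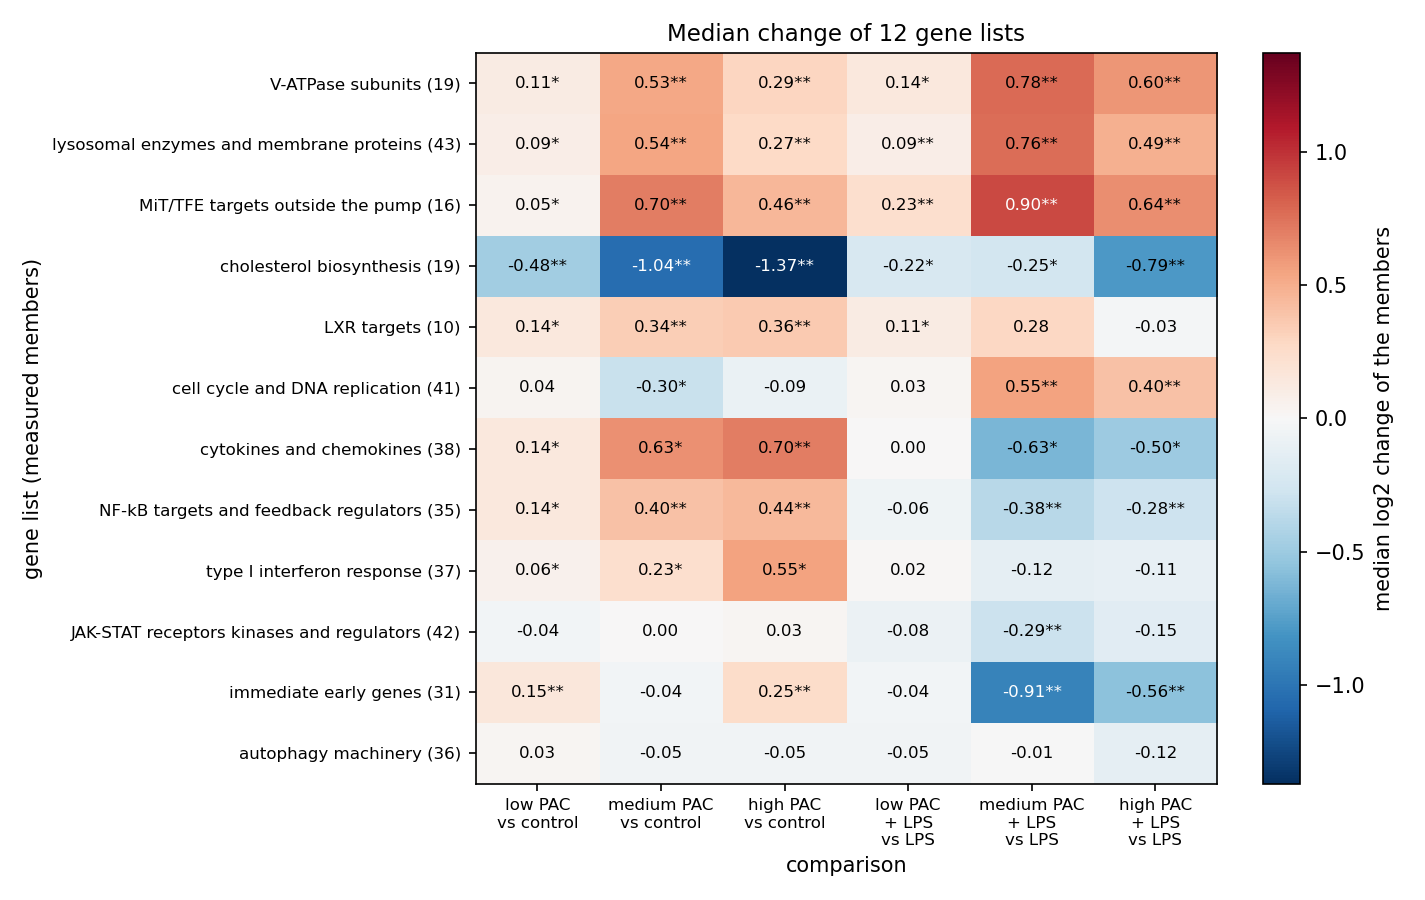
Median log2 change (colour) of the measured members of 12 gene lists (vertical) for each PAC against its reference without and with LPS (horizontal, 3 arrays per group). A single star marks lists that camera called only with the preset correlation and 2 stars those also called with an estimated correlation; cholesterol biosynthesis had its lowest median, -1.37, in resting high PAC, and lysosomal genes their highest, 0.76, in medium PAC + LPS.

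The PAC fractions were compared with each other in LPS-treated cells. Cish was 6.89 lower with medium than with low PAC (a difference of -6.89, 95% interval -7.43 to -6.36), and it differed by -3.46 between medium and high PAC (-4 to -2.93, adjusted p = 4.6e-08). Its medium PAC + LPS arrays read 2.76, 2.78 and 3.77, below the silent level of 4.73, so the floor limits the size of these differences. Timp1 differed by -5.19 (-6.36 to -4.03) and Csf2 by -2.47 (-3.27 to -1.67) between medium and high PAC, and Slamf8 by 1.34 (0.66 to 2.03, adjusted p = 0.018). Il6 did not pass the test between medium and high PAC (-1.34, interval -2.37 to -0.31, adjusted p = 0.14) or between high and low PAC (-1.32, interval -2.35 to -0.29, adjusted p = 0.12), but each passed at an adjusted p = 0.015 with only the compared groups, where the uneven resting arrays of high PAC no longer widen the spread. It was lower with medium than with low PAC (-2.66, interval -3.69 to -1.63, adjusted p = 0.00064). Atf3 did not differ between medium and high PAC, with an interval of -0.28 to 0.34 (adjusted p = 0.96). Medium and low PAC differed in 2774 genes, 1422 higher and 1352 lower, and in 1569 with only the compared groups. High and low PAC differed in 1553 genes, 698 higher and 855 lower, and in 351 with only the compared groups. Medium and high PAC differed in 1192 genes, 658 higher and 534 lower, and in 203 with only the compared groups. The share of higher genes, 55.2%, was 35.0% with only the compared groups and 47.3% after quantile normalization, so the direction of the majority is not settled. Medium lay above high PAC in V-ATPase subunits (6 of 19 higher, camera adjusted p = 3.1e-08) and cholesterol biosynthesis (8 of 19 higher; 1.4e-08), and below it in immediate early genes (12 of 31 lower and 1 higher; 6.8e-09). Cytokines were lower in 11 of 38 (2.5e-06), a call lost at an adjusted p = 0.083 with an estimated correlation.

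Genes that LPS itself had moved strongly were then followed. Among these 4565 genes, medium PAC + LPS moved 1308, or 28.7%, against the LPS direction and 344, or 7.54%, along it. Of the 1308, LPS had raised 634 and lowered 674. High PAC moved 720 against and 297 along, and low PAC moved 19 against and 4 along. Unchanged groups that share the LPS arrays gave at most 1 such gene in 50 simulations. Such groups pass the test for almost no gene. The simulation therefore cannot show how the shared arrays tilt the split of real calls. Cish and Csf2 were moved against LPS, while Ccrl2, which LPS raised from 3.95 ± 0.47 to 13.94 ± 0.13, was moved along it by medium PAC to 16.47 ± 0.04 (SD, n = 3, adjusted p = 5.5e-07). Atf3 was also moved along LPS, by 1.35 with medium PAC and 1.32 with high PAC. With a required LPS change of 2, medium PAC moved 747 against and 145 along, high PAC 449 against and 131 along, and low PAC 2 along. The low PAC count against LPS at that threshold is not given here, which does not mean that it had none.

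The changed genes of the medium and high fractions overlapped. In resting cells, 1159 genes changed in the same direction with both, 557 higher and 602 lower, and 1 changed in opposite directions. The sum of n1 × n2 / N over higher and lower genes gave 86.6, and the simulation of unchanged groups sharing control gave 0. With LPS, 1598 genes were shared, 735 higher and 863 lower, 1 was opposite and n1 × n2 / N gave 164. Unchanged groups pass the test for almost no gene, so simulated overlaps near 0 say little about the overlap of real calls. N counts all 22206 features, of which 12744 exceeded the silent level, so n1 × n2 / N is a low yardstick. The covariance of the changes was 0.160 in resting cells and 0.220 with LPS, against a simulated 0.037 in each state. The simulation already shared the reference arrays and reached at most 0.038 in resting cells and 0.039 with LPS. Sharing at the fitted spread therefore does not give the excess. A deviation common to the reference arrays beyond that spread stays possible, since 3 arrays cannot be split into separate references of 2. All 8 genes of low PAC were shared with each of the other fractions in resting cells, against 0.415 and 0.261 by n1 × n2 / N and at most 1 in the simulation, and 28 of 33 with each in LPS-treated cells, against 2.38 and 1.52 and 0 in the simulation. The covariance of low PAC with medium and high PAC was 0.056 and 0.048 in resting cells and 0.076 and 0.070 with LPS, against the same simulated 0.037. The excess was 0.019 and 0.011 in resting cells and 0.040 and 0.034 with LPS. The simulation, which shared the reference arrays, reached at most 0.039 for these pairs. Sharing at the fitted spread therefore falls short of the observed values. A deviation common to the reference arrays beyond that spread stays possible here too, so the excess is not called a shared effect. Gla and Abcg1 rose with medium and high PAC in each state and with low PAC under LPS.

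The effect of PAC also depended on the state of the cells. Medium PAC changed 1225 genes in the same direction with and without LPS and 103 in opposite directions. High PAC changed 777 and 30, and low PAC 1. The sum of n1 × n2 / N over higher and lower genes gave 184 in the same direction for medium PAC and 77.3 for high PAC. The interaction test called 1397 genes for medium PAC, 675 higher and 722 lower, and 425 for high PAC, 169 higher and 256 lower. It called 0 for low PAC by limma and 8 with a variance trend and robust prior. At an unadjusted p under 0.05, 1049 of 22206 genes passed for low PAC, a smaller share than the 0.05 that chance alone gives. For high PAC the count was 224 with only the compared groups, 651 with a variance trend and robust prior and 193 without the 3 arrays, with 1 resting high PAC array left. Cish, which LPS turns on, changed by 0.21 with medium PAC in resting cells and by -7.39 with LPS, a difference of -7.60 (adjusted p = 6.6e-11). Its control mean of 2.06 lies below the silent level, so it could not fall in resting cells and the difference is set by that floor. Of the 1397 genes 156 had a control mean below the silent level, and of the 425 genes 81 did. Atp6v0d2 by contrast rose with medium and high PAC in each state. Among lists, the interaction of medium PAC raised 24 of 41 cell cycle genes and 7 of 19 cholesterol biosynthesis genes relative to resting cells, and lowered 19 of 38 cytokines.

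Other lists gave no call in any of the comparisons with control or LPS: autophagy machinery, alternative activation, neutrophil, lymphocyte, fibroblast and epithelial markers. Single members still changed. Mrc1, the mannose receptor, rose by 6.55 with LPS and fell by 4.90 when medium PAC was present, and Tgm2, a transglutaminase, rose by 3.16 with medium PAC in resting cells. S100a8, a neutrophil granule gene, rose by 8.39 with LPS and fell by 5.69 with medium PAC and LPS. Sqstm1, an autophagy receptor, rose by 1.73 with medium PAC and by 1.38 with high PAC in resting cells. The smallest camera adjusted p over the 7 comparisons was 0.24 for autophagy machinery, 0.053 for alternative activation, 0.17 for neutrophil, 0.41 for lymphocyte, 0.22 for fibroblast and 0.1 for epithelial markers. In some lists the median, the mean and the test differed in sign, none of them called: V-ATPase and autophagy with LPS; hypoxia, heat shock and chaperones with low PAC; JAK-STAT, autophagy and immediate early genes with medium PAC; chaperones with high PAC. With LPS these were alternative activation, neutrophil markers and study-text genes for low PAC, autophagy, LXR targets and epithelial markers for medium PAC, and LXR targets and neutrophil markers for high PAC.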

Values the study reported

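The study selected 3 grape fractions for its arrays, with mean degrees of polymerization of 2.6 (low), 9.1 (medium) and 12.3 (high), and measured transcripts 6 h later. In its separate secretion assay at 15 µg/mL, fractions with a low degree of polymerization lowered IL-6 by around 30%, and inhibition reached up to 60% at higher degrees. The reported relation was not monotonic, with the strongest inhibition at degrees of 5 to 10.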

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

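The tests of a dilution and of a weaker stimulus in the last paragraph were chosen after the result was seen; the interaction tests and the counts of other splits were planned. The effect of PAC was compared between resting and LPS-treated cells, and the results below are those where the interaction test itself found a difference. It found 1397 genes for medium PAC and 425 for high PAC. Some differences are set by the ends of the scale: 156 and 81 of these genes had a control mean below the silent level of 4.73, and 40 and 25 had an LPS mean above 16. Genes that passed the test in opposite directions in the 2 states numbered 103 for medium PAC and 30 for high PAC. The estimates had opposite signs in 828 of 1397 and 245 of 425, most of which did not pass the test in at least 1 state, and a missed threshold is not read as no change.

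For medium PAC, the 5 largest negative differences were of genes whose control means lay below the silent level, from 2.06 for Cish to 4.59 for Il33. These genes could not fall in resting cells, so their differences show a fall with LPS and do not show that PAC acts otherwise without it. Timp1 changed by 0.01 in resting cells and by -7.85 with LPS, a difference of -7.86 (adjusted p = 1.1e-06). Cish changed by 0.21 and -7.39, a difference of -7.60 (6.6e-11). Csf2 changed by 0.59 and -6.00, a difference of -6.59 (7.5e-08). Il33 changed by 0.98 and -5.22, a difference of -6.20 (3.6e-08), and Ptger2 by 0.23 and -5.79, a difference of -6.02 (1.4e-08). Slamf8 changed by 0.34 and 6.33, a difference of 5.99 (3.6e-08). Atp13a4, an endosomal transporter, changed by 0.35 and 4.21, a difference of 3.86 (3.5e-06), and Ppfia3, a scaffold protein, by -0.22 and 3.43, a difference of 3.65 (3.6e-06). Angpt2, a vessel growth factor, changed by 0.64 and 4.11, a difference of 3.47 (0.0012). Hpgd, which breaks down prostaglandins, fell by 3.00 in resting cells and did not pass the test with LPS at 0.95, a difference of 3.96 (8.7e-05).

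For high PAC, the genes included 2 inflammatory genes with uneven resting arrays, Acod1 and Il6. The p-values of these 2 rest on a spread pooled over all groups and may be too small. Slamf8 changed by 0.20 in resting cells and by 4.98 with LPS, a difference of 4.79 (adjusted p = 5.8e-06). Lhfpl2 changed by 1.54 and 4.83, a difference of 3.29 (1.6e-06). Hpgd changed by -2.41 and 0.27, a difference of 2.67 (0.013), and Ppfia3 by -0.35 and 2.22, a difference of 2.57 (0.00091). Lpin1, a lipid phosphatase, changed by -1.75 and 0.70, a difference of 2.45 (0.0058). Acod1 changed by 4.60 and 0.17, a difference of -4.43 (0.02), but it stood at 18.16 with LPS, near the top of the scale, and could hardly rise there. Il6 changed by 2.73 and -1.68, a difference of -4.41 (0.001). Csf2 changed by 0.78 and -3.53, a difference of -4.31 (9e-05), Cish by 0.28 and -3.93, a difference of -4.20 (1.6e-06), and Thbs1 by 0.35 and -3.34, a difference of -3.69 (8.7e-05). The control means of these 3 genes, 3.51, 2.06 and 2.87, were below the silent level, so they too could not fall in resting cells.

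The array labels were also regrouped, with only the compared groups fitted. For the interactions, 100 splits were counted. For medium PAC 2 of 100 splits, the real one included, gave as many genes as the real one, which gave 1011. The other one gave 3639 and the next 829. Such splits mix PAC and reference arrays within a state and so also break up the effect of PAC itself. They therefore cannot decide whether the interactions arose by chance. For high PAC 2 of 100 gave as many as the real 224, and the other one gave 2441 and the next 188. The larger count came from swapping PAC and reference labels in 1 state, which turns the difference of the PAC effects into their sum. That sum is large for genes that PAC moved in the same direction in both states. These numbered 1225 for medium PAC and 777 for high PAC, against 103 and 30 in opposite directions. For low PAC the real count was 0 by limma. All 100 splits gave as many, and the highest other gave 15. In the fit of all arrays, 1049 of 22206 genes passed for low PAC at an unadjusted p under 0.05. That is a smaller share than the 0.05 that chance alone gives. With a variance trend and robust prior the interaction test called 8 genes for low PAC.

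For comparisons of 3 arrays against 3 there were 10 splits, too few for a share under 0.05. Counted with the real value and the highest other split, LPS gave 6862 and 0, medium PAC 1624 and 0, high PAC 603 and 0, medium PAC + LPS 1972 and 0, and high PAC + LPS 829 and 0, and 1 of 10 splits, the real one, gave as many in each. Between fractions the values were 1326 and 0 for medium against low, 55 and 9 for medium against high and 308 and 0 for high against low. With LPS they were 1569 and 0, 203 and 0, and 351 and 0, and again 1 of 10 gave as many. Low PAC gave 0 and 1, and low PAC + LPS gave 0 and 0, so all 10 splits gave as many.

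Many LPS-induced genes were lower in medium PAC + LPS than in LPS, as in the first example of Timp1. A dilution by RNA of unstimulated cells would lower such genes alike, yet among 332 genes raised by at least 4 by LPS, 23 or 6.93% were called higher and 157 lower, which argues against it as the whole explanation. A weaker LPS stimulus may still contribute: the interferon list, which LPS also raises, was not called lower (adjusted p = 0.24), and a p-value that misses the threshold does not show that the stimulus was equal. An effect of PAC on the response itself remains open beside it, since no group separates the dose of LPS from the presence of PAC.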

How the results depend on the processing

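The fit without 3 resting PAC arrays was chosen after the result was seen; the other settings were planned. A change of sign was counted only where the value passed the threshold in at least 1 of the 2 settings, a rule set after a first count had held 158 sign changes of values past it in neither. Under it 1 gene result changed sign, Cxcl2 for medium against high PAC, which did not pass with all arrays (-1.01, adjusted p = 0.78) and became 1.23 without the 3 arrays. That fit leaves 1 high PAC array, assumed to vary like the other groups, and the arrays were picked for high inflammatory genes, so the choice itself fixes this sign. Over all settings, named-gene results were the same 15141 times, weaker 500 and stronger 165 times, and list results 2272, 87 and 38 times with 0 reversed. Of 666 gene calls, 120 were lost with only the compared groups, 79 by leaving out some array, 17 with a block for the replicate number, 16 by quantile normalization, 10 by median centring, 10 with array weights and 5 with a variance trend; 0 of 654 were lost with the silent-level filter, and 36 of 268 without the 3 arrays. The cause was not tested, except that a fit of the compared groups has fewer degrees of freedom. The signal over background of 6.11 to 6.65 limits what weak genes can show. Replicates of the same number did not pair, with a mean correlation of 0.004 (-0.093 to 0.13), and 10 of 24 arrays correlated best with their own number.

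Counts for low PAC were the least stable. Against control its 8 genes became 14 after quantile normalization, 34 with the silent-level filter and 71 with a variance trend. They became 30 with array weights and 0 with only the compared groups by limma. At an unadjusted p under 0.05, 1065 of 22206 genes passed with all arrays, a smaller share than the 0.05 that chance alone gives. Leaving out an array gave 2 to 6 changed genes. The count was 2, 3 and 4 without low PAC replicates 1, 2 and 3, and 3 without control replicate 3. With LPS its 33 became 55 with the filter, 80 with a trend, 18 with the replicate block and 0 with only the compared groups (1725 unadjusted), and 14 to 27 leaving out an array: 17, 18 and 14 without low PAC + LPS replicates 1, 2 and 3, and 21 without LPS replicate 3.

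With only the compared groups, medium PAC changed 1624 genes, high PAC 603, medium PAC + LPS 1972 and high PAC + LPS 829. Medium against high PAC gave 55, high against low 308, and with LPS medium against low gave 1569, medium against high 203 and high against low 351. The interaction of high PAC gave 224. With the filter medium against high PAC gave 761. With a trend it gave 844, high against low 1629, and the interactions of low and high PAC 8 and 651. Without the 3 arrays, and so with 1 high PAC array, high PAC changed 782, medium against high 103, high against low 488 and the interaction of high PAC 193. Leaving out 1 array gave 313 to 430 for medium against high PAC, 313 without high PAC replicate 2, and 698 to 904 for high against low PAC, 698 without low PAC replicate 1. It gave 1905 to 2083 for medium PAC, 1091 to 1337 for high PAC, 2743 to 2864 for medium PAC + LPS and 1649 to 2019 for high PAC + LPS. High PAC + LPS had 43.0% of its changed genes higher, 34.6% after median centring and 49.9% after quantile normalization. Of the genes that differed between medium and high PAC with LPS, 55.2% were higher with medium PAC, 66.5% after median centring, 47.3% after quantile normalization and 35.0% with only the compared groups.

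Called lists became 21 of 26 for LPS by the rotation test, and with an estimated correlation 4 for low PAC, 4 for low PAC + LPS and 9 for medium PAC + LPS. LPS-moved genes against the LPS direction for low PAC became 30 with the filter, 11 with the block and 8 to 17 leaving out an array; along it they became 10, 2 and 1 to 4, and 2 with an LPS change of at least 2. With that change medium PAC moved 747 against and 145 along, and high PAC 449 and 131. The overlap of low with medium PAC in resting cells became 34 with the filter and 2 to 7 leaving out an array, and that of low with high PAC 34 and 2 to 13. With LPS these became 49 and 51 with the filter, 17 and 16 with the block, and 12 to 30 and 11 to 30 leaving out an array. Over features above the silent level, distances from control were 192.36 for LPS (192.74 for quantile normalization over all features), 27.7 for low, 69.7 for medium and 54.1 for high PAC, and from LPS 33.5, 87.0 and 63.2.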

Other observations

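The tests of lysosomal cholesterol, of a sterol excess and of the shared LPS arrays for medium PAC, the reference slopes for trace LPS, the fit without 3 arrays and the choice of those arrays came after the result was seen; the tests of mixed RNA, of trace LPS and of shared arrays were written before. Osteoclast genes did not move as 1 program with medium PAC. Ctsk, the collagen-degrading cathepsin of osteoclasts, rose from 8.63 ± 0.09 to 10.98 ± 0.12 in resting cells (SD, n = 3, adjusted p = 1.3e-09) and by 2.81 with LPS, and Clcn7, a chloride exchanger of the lysosome, rose by 1.84. Acp5, the tartrate-resistant phosphatase, rose by 2.84 with LPS to 12.68 ± 0.08. Tnfrsf11a, the receptor that starts osteoclast formation, fell from 12.61 ± 0.06 to 10.09 ± 0.03 (2.7e-09), and Mmp9, a gelatinase, fell from 12.89 ± 0.15 to 7.84 ± 0.23 with LPS. Of 19 such markers 6 were higher and 6 lower with medium PAC in resting cells, and the list was not called (0.53).

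Abcg1 rose with medium PAC in each state, while Abca1, a second LXR-driven exporter, rose by 0.56 in resting cells and fell from 13.34 ± 0.06 to 10.65 ± 0.28 with LPS (SD, n = 3, adjusted p = 3.8e-10). Fcgr1, the high-affinity IgG receptor, fell from 11.58 ± 0.12 to 9.31 ± 0.46 in resting cells with medium PAC, and Fcgr2b, the inhibitory one, rose from 10.61 ± 0.16 to 12.33 ± 0.16 (1.4e-08). Maf, a macrophage transcription factor, fell from 11.87 ± 0.14 to 6.27 ± 0.49 with medium PAC and LPS. Hmox1 rose to 18.18 ± 0.07 from 16.82 ± 0.02 in that comparison, above the 16-bit limit of the raw signal.

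Of the 22 genes that the study names, 10 were higher in resting high PAC and 5 in high PAC + LPS. Cish and Csf2, which it describes as lowered by medium and high PAC with LPS, were also lower here. Some that it describes as raised did not pass the test here. The study gives no test or threshold for single genes on its arrays, so the criteria may differ. Slamf8 did not pass the test for low PAC + LPS (1.05, adjusted p = 0.34). Il1a and Il1b did not pass in resting high PAC (3.31 each; 0.11).

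Inflammatory genes were high in 3 resting arrays: Il1b was 9.39 in medium PAC replicate 3 and 11.92 and 9.62 in high PAC replicates 2 and 3, against 4.86 to 6.40 in control. RNA of LPS-treated cells mixed into those arrays would lift nearly all genes that are dim in control. Of the testable ones 2 of 17, 4 of 29 and 3 of 20 stayed at the control level, in that order. These shares of 11.8% to 15.0% were too few to exclude mixing and too many to accept it, by limits set before. The median rise of the testable genes was 2.31, 2.35 and 2.26. At the share that Il1b needs, the mixture would give 3.23, 4.67 and 3.09, more than the rise in all 3 arrays. The share, the testable genes and these rises treat the deposited values as plain log2 signal. The transformation behind the scale is not given, and a stretched scale would change them. They therefore cannot decide for or against mixing. A trace of LPS in those cells stays open. Their deviation from the other arrays of their group ran along the LPS response, with slopes of 0.0331, 0.0246 and 0.0123, in that order. Absolute slopes in the 6 groups with no such array reached 0.0131, which the first 2 exceed and the third does not. High PAC replicates 2 and 3 were each compared with a mean that held the other, which lowers their slopes. The miss of the third array is therefore not read against a trace of LPS. High PAC replicate 1, compared with replicates 2 and 3, gave -0.0369. The slopes of the 3 arrays of a group cancel by construction, so this value is not separate evidence. The arrays were also picked for high Il1b, which LPS raises, and only listed cytokines were left out of the slopes. Slopes along the LPS response follow in part from that choice and cannot decide on a trace of LPS. A response to PAC that some cultures showed and others did not stays open and was not tested. Without the 3 arrays, high PAC is 1 array and medium PAC 2, and the lower median cytokine change of high PAC, 0.27 against 0.70, follows in part from how the arrays were chosen.

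Cholesterol synthesis genes were lower and lysosome genes higher with PAC, except that with an estimated correlation the first call was lost in low PAC + LPS (0.053) and medium PAC + LPS (0.21) and the second in resting low PAC (0.073). Chance values of the shared arrays do not account for it in high PAC, since with low PAC arrays as the reference the largest adjusted p of the 2 lists in both states was 5e-04, but they stay open for cholesterol genes in medium PAC + LPS, which were not called against low PAC + LPS (median -0.09, adjusted p = 0.6). Cholesterol held back in lysosomes would raise synthesis genes, and these were lower in resting medium and high PAC (adjusted p = 4.7e-17 or smaller), which argues against it. A sterol excess sensed by resting cells is a candidate explanation. Camera called the LXR target list higher in all 3 resting PAC groups, with a largest adjusted p = 0.026 (0.053 for low PAC with an estimated correlation). Its 10 genes did not all go along. With low PAC 0 passed over all genes by limma, and with medium PAC 5 were higher while Mylip and Scd1 were lower. High PAC had 4 higher and 0 lower. With LPS, camera called LXR targets higher only in low PAC (adjusted p = 0.025, and 0.052 with an estimated correlation). They were not called in medium (0.77) or high PAC (0.54) with LPS, although cholesterol genes were lower in high PAC (7.9e-13). Sterols were not measured.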
